A study of Drosophila melanogaster with 11 samples. Its data were reported in "Circular RNAs exhibit exceptional stability in the aging brain and serve as reliable age and experience indicators" (2025).

How the data were processed

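Heads of CantonS males were sequenced as ribodepleted, stranded total RNA (the labels and title say heads, while part of the design text says brains). Flies were raised at 25 °C in 12 h light and 12 h dark, mated for 3 days by the series design (the methods of the study give a shorter time), separated by sex under CO2 with 1 day of recovery, and frozen either then (pre-treatment) or after 10 days at 18, 25 or 29 °C. Groups were taken from the labels, with 3 pre-treatment libraries, 3 at 18 °C, 2 at 25 °C and 3 at 29 °C.

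The deposited signal values are normalized reads made by the authors: linear reads were aligned to dm6 with STAR and assigned to genes with featureCounts, circRNAs were counted from head-to-tail junction reads with find_circ2, and 1 DESeq2 size factor per library was applied to circRNAs and linear genes together. Versions of these programs and the strand setting are not stated. Dividing each library by its smallest step gave whole numbers for 100% of values within 0.01, and these recovered reads were used for edgeR and DESeq2 alone. Greek letters were repaired in 350 gene symbols.

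CircRNA coordinates are given with a start counted from 1 in dm6, and exons were taken from Ensembl release 115 for the same assembly. No genome sequence was at hand. The table named a host gene for all but 145 circRNAs, from 849 host genes, and most of those without a named host lay inside annotated genes. Both ends lay at annotated exon ends in 1569 circRNAs, and the median span was 1414.5 nt. The 3 most abundant circRNAs held 7.35% of all circRNA signal. Spans under 50 nt (91 circRNAs) were left out of totals and tests.

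Values were tested as log2(value + 1) with limma 3.58.1 in R 4.3.3 (empirical Bayes with an intensity trend), with all 11 libraries in 1 fit and no covariate. CircRNAs were tested when all libraries of a group lay above 3 (1767 circRNAs) and linear genes at a mean of 10 or more (12676 genes). Benjamini-Hochberg adjustment was made separately for circRNAs and genes, and a change was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.5, the thresholds the study states. Folds in the text are ratios of group means, and log2 fold changes are limma's. Totals were compared by exact two-sided permutation tests. Gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over lists of 5 or more tested genes. A list of mitochondrially encoded RNAs had no tested member and was not run. The circRNA to host ratio was tested in limma as a difference of log2 values. The p-values measure the spread between these samples.

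Genes were named by a rule. For 29 against 18 °C and 25 °C against pre-treatment these were the 8 largest rises and 8 largest falls among called linear genes with a mean of 100 or more and groups that do not overlap, up to 4 called members per list by adjusted p, and the 8 largest rises and 5 largest falls among called circRNAs with a mean of 20 or more and groups that do not overlap. For the other comparisons they were 3 rises and 3 falls of each kind. Whatever the test, the 5 most abundant circRNAs and the most abundant circRNA of each host measured by RT-qPCR could be named, with hosts as the table names them. Some genes under the rule are not printed. The clock genes tim, Pdp1, cwo and cry were followed across groups after their values were seen.

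The groups, comparisons, tests, filters, lists and most alternatives were set before the data were examined. The alternatives were other pseudocounts, filters and scalings, a replicate term, fits of 2 groups, edgeR 4.0.16, DESeq2 1.42.0, adjustment over circRNAs and genes together and leaving out each library. Added after the data were seen were a covariate for depth (also for totals), a covariate for the first component of within-group deviations, DESeq2 without pre-treatment replicate 2, and for the lists fry and leaving out each library.

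The limma step was tested on simulated data with known changes in the comparison of 29 with 18 °C. At 1.5-fold, 2-fold and 4-fold it recovered 1.49%, 2.99% and 25.8% of changed circRNAs (1767 in the step) and 23.9%, 61.2% and 90.9% of changed linear genes (12676 in the step), with 0 of 20 circRNA calls and 7 of 124 gene calls false. A floor of 3 reads corresponded to 1.42 to 5.98 normalized reads by library. Such floors cover counting error alone. No 2 libraries were duplicates.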

Results

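Total RNA was sequenced from the heads of wild-type CantonS males, a common laboratory strain of Drosophila melanogaster, to ask how 10 days at different temperatures change circular RNAs (circRNAs) and linear transcripts. A circRNA is a closed loop made when the end of an exon is spliced back to an upstream exon start, and it is counted by reads that cross this head-to-tail junction. The 11 libraries formed 4 groups: 3 libraries from flies frozen before the exposure (pre-treatment), 3 from flies kept for 10 days at 18 °C, 2 at 25 °C and 3 at 29 °C. The table held 1928 circRNAs and 13804 linear genes. Reads in the table ranged from 32.1 M in pre-treatment replicate 3 to 123 M in 18 °C replicate 2, with group means of 40.8 ± 10.5 M (SD, n = 3) before treatment, 87.0 ± 36.2 M (n = 3) at 18 °C, 59.6 ± 4.59 M (n = 2) at 25 °C and 66.0 ± 11.5 M (n = 3) at 29 °C. CircRNA junction reads made up 0.0237% to 0.0779% of the reads of a library, and 1258 to 1910 circRNAs were detected per library. The linear gene with most reads in every library was ninaE, which encodes the main rhodopsin of the outer photoreceptors, at 1.42% to 2.59% of normalized reads.

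The first question was whether the sum of circRNA differs with age and temperature. Total circRNA was 26696 ± 11763 normalized reads (SD, n = 3) before treatment, 34010 ± 3779 (n = 3) after 10 days at 18 °C, 37782 ± 6556 (n = 2) at 25 °C and 40870 ± 2888 (n = 3) at 29 °C. The mean at 29 °C was 1.20 times that at 18 °C, with all 3 libraries at 29 °C above those at 18 °C, and an exact two-sided permutation test gave p = 0.1, the smallest p that 3 against 3 libraries allow. The mean at 25 °C was 1.42 times the pre-treatment mean (exact permutation p = 0.4, smallest possible 0.2), that at 29 °C was 1.53 times (exact permutation p = 0.1, smallest possible 0.1) and that at 18 °C was 1.27 times (exact permutation p = 0.5, smallest possible 0.1). The mean at 29 °C was 1.08 times and that at 18 °C 0.900 times the mean at 25 °C, each with an exact permutation p = 0.6. After Benjamini-Hochberg adjustment over these 6 exact permutation tests the values were 0.3 for the 2 smallest and 0.6 for the others. No p under 0.05 was possible at these group sizes, so the tests cannot decide whether totals differ. Within groups, deeper libraries had lower circRNA totals (r = -0.630 and rho = -0.809, permutation p = 0.0051 and 0.0069). Totals also followed the first component of the within-group deviations of linear genes, which held 70.6% of their variance (r = 0.743 and rho = 0.936, permutation p = 0.049 and 0.002). This component ran against depth in most libraries and no joint fit was made, so the 2 links were not separated. The libraries at 18 °C were deeper on average than those at 29 °C. With log2 depth in the fit, a step chosen after the data were seen, the ratio of 29 to 18 °C was 1.04, so the 1.20 cannot be set apart from depth. The same fit moved the ratios to pre-treatment up, to 1.98 at 25 °C, 2.29 at 29 °C and 2.20 at 18 °C, gave 1.16 for 29 against 25 °C, and turned that of 18 against 25 °C from 0.900 to 1.11. Pre-treatment replicate 2 held 13271 normalized circRNA reads, against 31621 and 35197 in the other pre-treatment libraries. Without it the ratios to pre-treatment were 1.13 at 25 °C, 1.22 at 29 °C and 1.02 at 18 °C. Against 25 °C, the ratio for 29 °C was 0.964 without 25 °C replicate 1, and that for 18 °C was 1.03 without 25 °C replicate 2.

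**Figure D1:**
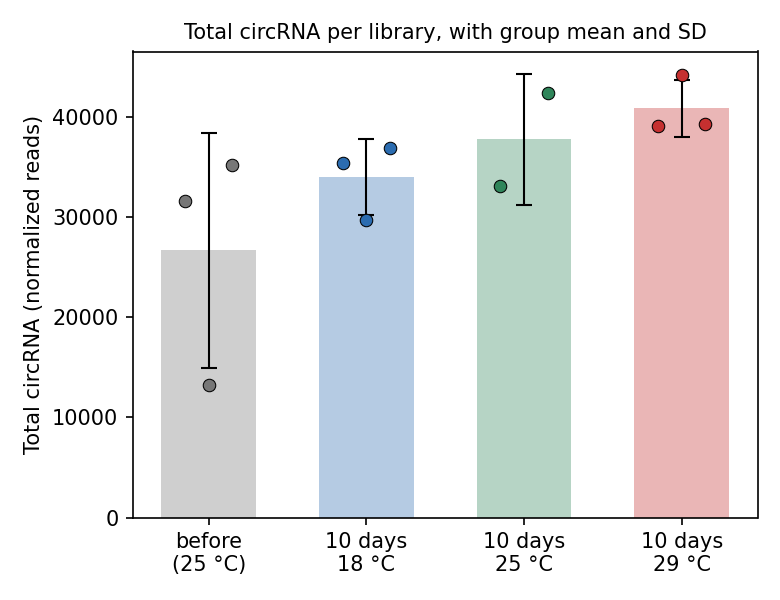
Sum of normalized circRNA junction reads (y axis) in each library by group (x axis); points are libraries, bars are group means and error bars are 1 SD. The pre-treatment library at 13271 lies apart from the other pre-treatment libraries at 31621 and 35197, and the libraries at 29 °C lie at 39109 to 44203.

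Flies kept at 29 °C were then compared with flies kept at 18 °C, the widest difference in temperature. Among the largest rises of circRNAs with a mean of 20 or more normalized reads, a circRNA of Ank2, which encodes an ankyrin of the neuronal cytoskeleton (3L, 7656375 to 7661506 in dm6, covering 1 annotated exon), averaged 78.6 ± 3.58 normalized reads (SD, n = 3) at 29 °C and 16.2 ± 2.79 (n = 3) at 18 °C, 4.84-fold higher. A circRNA of Sarm, an adaptor protein of axon degeneration (3L, 8106016 to 8106949, 1 exon), averaged 55.5 ± 4.26 against 13.5 ± 4.96, 4.10-fold higher, and one of CadN, the neuronal cadherin (2L, 17737964 to 17739713, 1 exon), was 3.34-fold higher at 56.7 ± 7.81. The most abundant circRNA of the table, from the exon of the splicing factor gene muscleblind at 2R, 17275410 to 17276063, rose from 1013 ± 81.9 to 2153 ± 123, 2.13-fold. A longer muscleblind circRNA that starts at the same base and ends at 17316138 rose 3.01-fold, from 54.5 ± 4.95 to 164 ± 14.9.

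CircRNAs of Lpin, the phosphatidate phosphatase lipin (2R, 8138938 to 8140149), and lovit, a transporter of the photoreceptor synapse (3L, 25421161 to 25421783), were 3.00-fold and 2.65-fold higher at 29 °C. One assigned to CG1358 (2R, 7602432 to 7606244), a host name absent from the annotation used, was 2.30-fold higher. The circRNAs with the largest falls among those at 20 or more normalized reads came from Bsg, an immunoglobulin-domain membrane protein (2L, 8105692 to 8107880, 5 exons), with 21.3 ± 1.57 normalized reads (SD, n = 3) at 29 °C and 91.2 ± 20.3 (n = 3) at 18 °C, 4.28-fold lower, and from Ndae1, an anion exchanger (2L, 7234527 to 7234997, 1 exon), with 25.2 ± 3.42 against 95.4 ± 25.7, 3.79-fold lower. CircRNAs of CG5151 (3L, 16148408 to 16148958) and of Slob, a binding partner of the Slowpoke potassium channel (2L, 7655545 to 7656463), were 3.62-fold and 3.56-fold lower. For these 12 circRNAs every library at 29 °C lay on one side of every library at 18 °C, and limma's Benjamini-Hochberg adjusted p lay between 0.0217 for the longer muscleblind circRNA and 0.0416.

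Of 1767 circRNAs tested, 17 were higher and 9 lower at 29 °C by limma, 331 had an unadjusted p under 0.05, and in 750 (42.4%) the groups did not overlap, where chance gives 10%. The count rests on every library: leaving out any 1 of the 6 libraries at 18 or 29 °C left 0 higher, or 1 higher without 18 °C replicate 3, and 0 lower. Leaving out pre-treatment replicate 1, 2 or 3, which only adds to the estimate of the spread, gave 43, 76 or 52 higher and 19, 33 or 19 lower, and leaving out either 25 °C library gave 11 higher and 5 lower. DESeq2 on the recovered reads called 95 higher and 34 lower, edgeR 37 higher and 10 lower, and rescaling each library to its circRNA total turned the split to 14 higher and 24 lower.

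**Figure D2:**
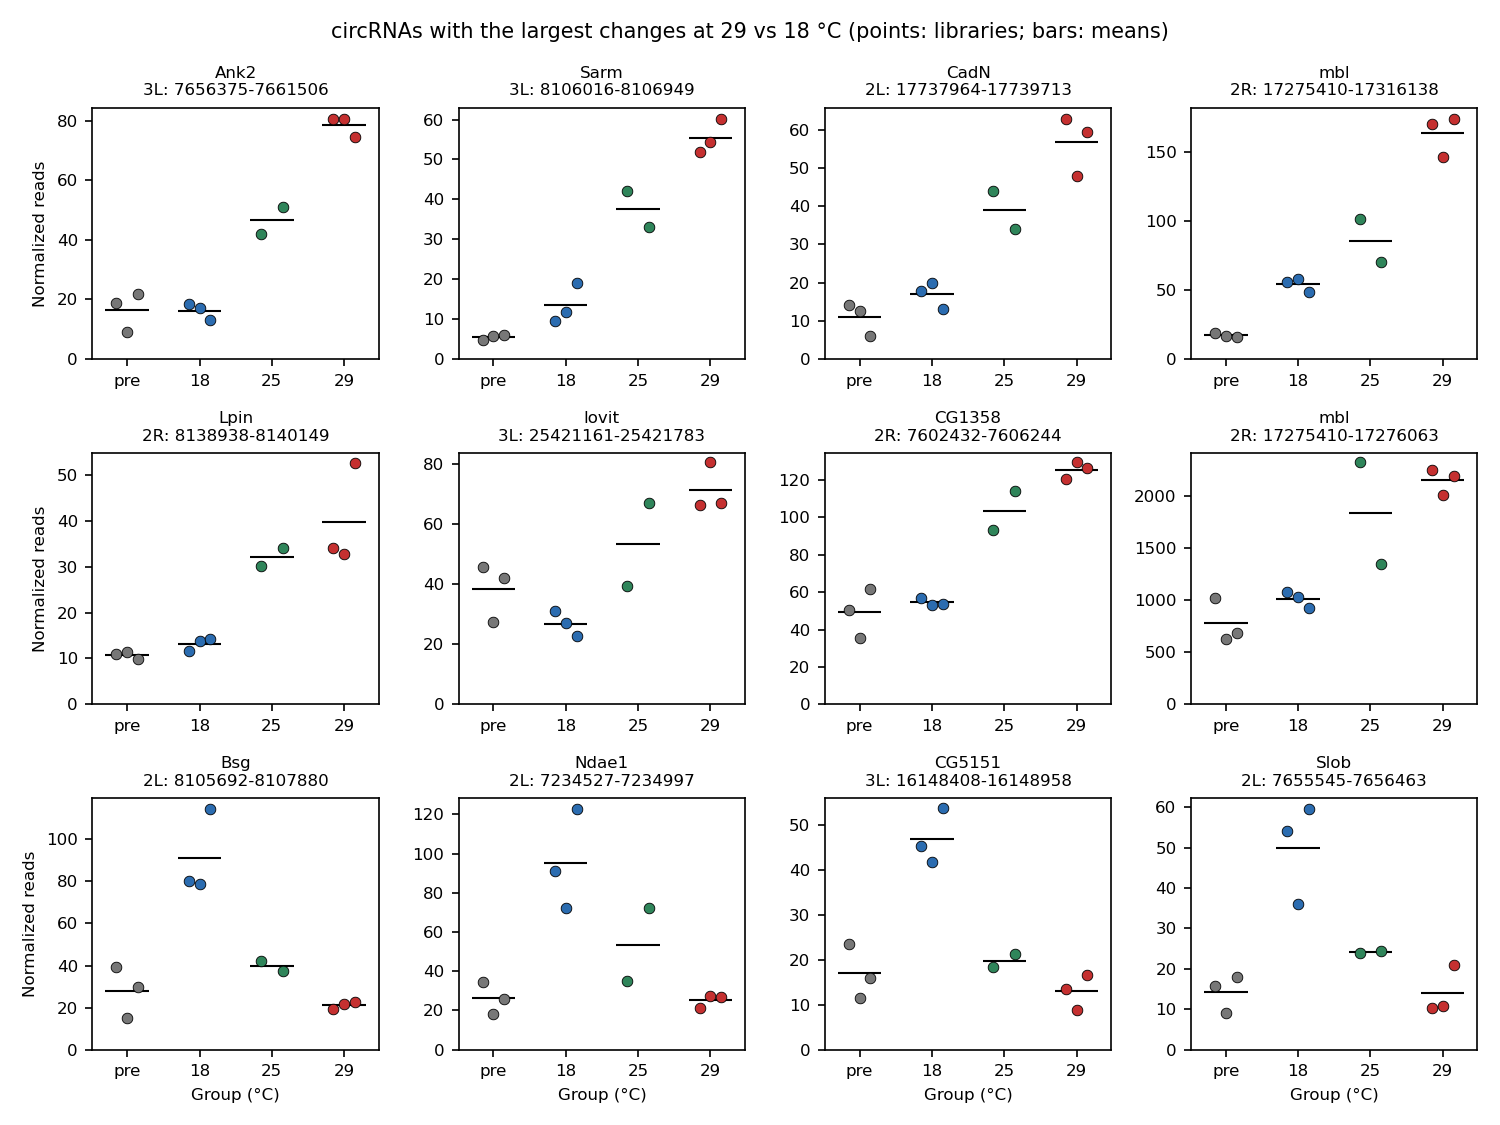
Normalized junction reads (y axis) of the 8 largest rises and the 4 largest falls between 18 and 29 °C among called circRNAs with a mean of 20 or more and groups that do not overlap, by group (x axis); points are libraries and bars are group means. The Ank2 circRNA lies near 16.2 at 18 °C and 78.6 at 29 °C, and the Bsg circRNA at 91.2 and 21.3.

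Linear transcripts were compared in the same way. Among the largest rises, Alp9, an alkaline phosphatase gene, averaged 381 ± 128 normalized reads (SD, n = 3) at 29 °C and 10.9 ± 1.71 (n = 3) at 18 °C, a log2 fold change of 4.96. Mdr50, an ABC transporter of the multidrug resistance family, was at 3756 ± 370 against 206 ± 41.7, 18.3-fold higher. Lsp1beta, a storage protein of the haemolymph, was at 26855 ± 7733 against 1812 ± 180, 14.8-fold higher, the odorant-binding protein gene Obp56a at 6583 ± 433 against 618 ± 144, 10.7-fold higher, and a10, a small antennal protein, at 2386 ± 338 against 76.2 ± 8.43, 31.3-fold higher. CG9377 was 43.8-fold and the long non-coding RNA gene lncRNA:CR46141 13.8-fold higher. In the other direction the takeout gene (to), a circadian output gene of the head fat body that acts in feeding and courtship, fell from 153470 ± 36176 at 18 °C to 26087 ± 8153 at 29 °C, 5.88-fold. The cuticle gene Ccp84Ag was 16.1-fold lower (14.5 ± 1.60 against 233 ± 35.2), the chitin-binding obst-B 9.40-fold, the flight muscle actin Act88F 8.55-fold and the stress-induced TotC 5.44-fold lower, and the unnamed genes CG13840, CG7214 and CG13315 were 8.49-fold, 8.97-fold and 5.44-fold lower. For the genes named in this paragraph limma's Benjamini-Hochberg adjusted p was between 8.94e-07 for a10 and 0.0029 for TotC. Of 12676 linear genes tested, 674 were higher and 666 lower, with 3841 at an unadjusted p under 0.05, and the groups did not overlap in 5442 (42.9%), where chance gives 10%.

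Genes were then grouped in lists fixed beforehand and compared between 29 and 18 °C. Of 32 phototransduction and photoreceptor genes 10 rose and 0 fell (10 and 0 when adjusted over the list alone), with a median log2 fold change of 0.27. The light-activated channel gene trp (3R, 29914521 to 29920289) rose from 86009 ± 1918 normalized reads (SD, n = 3) to 200630 ± 5057 (n = 3), 2.33-fold, its partner trpl from 65718 ± 2552 to 153480 ± 3267, 2.34-fold, norpA, the phospholipase C of the same cascade, from 111680 ± 2321 to 180670 ± 3707, 1.62-fold, and inaF-B, needed for TRP channel function, 2.05-fold. The camera test of the list gave a Benjamini-Hochberg adjusted p = 5.91e-06, and an adjusted p = 0.0237 with an estimated correlation. Of 21 glia markers 0 rose and 7 fell (0 and 7 adjusted over the list alone, median log2 fold change -0.36). The GABA transporter gene Gat was at 3628 ± 196 against 7661 ± 401, 2.11-fold lower, the sodium pump subunit nrv2 at 13780 ± 108 against 26835 ± 1829, 1.95-fold lower, the glutamate transporter Eaat1 at 20534 ± 610 against 30763 ± 480, and the citrate transporter Indy 1.65-fold lower. For Gat, nrv2 and Eaat1 the libraries at 18 °C overlapped with those before treatment. Their libraries at 25 °C lay below both groups and above those at 29 °C. For Indy the libraries at 29 °C (8265 to 9498) overlapped with those before treatment (9202 to 9692), and those at 18 °C lay above (14249 to 14776). The glia list had a camera adjusted p = 1.39e-06, and an adjusted p = 0.0237 with an estimated correlation. The eye pigment list, a further set of eye cells, had 0 of 15 genes higher and 2 lower (0 and 2 adjusted over the list alone, camera adjusted p = 0.242), and the neuron and synapse list 0 of 48 higher and 4 lower (0 and 3 adjusted over the list alone, camera adjusted p = 0.39, adjusted p = 0.0341 without 18 °C replicate 3). The 4 were the dopamine receptor gene Dop2R (log2 fold change -1.38), the dopa decarboxylase gene Ddc (-0.85), the vesicular GABA transporter VGAT (-0.57) and the dopamine transporter DAT (-0.51).

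Stress and immune genes moved in part. Of 27 heat shock proteins and chaperones 5 rose and 1 fell (5 and 1 adjusted over the list alone, median log2 fold change 0.13): Hsp26 rose from 336 ± 116 normalized reads (SD, n = 3) at 18 °C to 1201 ± 139 (n = 3) at 29 °C, 3.57-fold, the small heat shock protein gene l(2)efl 2.15-fold, and Hsp68 2.01-fold. The list had a camera Benjamini-Hochberg adjusted p = 0.0212, with adjusted p = 0.51 with an estimated correlation and adjusted p = 0.0736 without 18 °C replicate 2. Of 48 antimicrobial peptides and immune effectors 9 rose and 0 fell (9 and 0 adjusted over the list alone, median 0.26, camera adjusted p = 0.0103, adjusted p = 0.51 with an estimated correlation), among them the attacin genes AttD (4.73-fold) and AttB (3.03-fold) and the peptidoglycan recognition protein gene PGRP-SD (1.74-fold). For l(2)efl, Hsp68, PGRP-SD and AttD the libraries at 25 °C lay near those at 29 °C, so these were differences from 18 °C. The l(2)efl libraries were at 9324 and 7827 at 25 °C and at 7536 to 9613 at 29 °C. Those of PGRP-SD were at 5391 and 6441 against 5404 to 6559. Hsp26 was lower at 25 °C (908 and 748) than at 29 °C (1051 to 1326), and so was Hsp70Bb (17.4 and 22.3 against 76.2 to 130). Before treatment l(2)efl was at 2964 to 3831 and Hsp68 at 1752 to 2293, which overlapped with 18 °C (3463 to 4824 and 1349 to 2359). PGRP-SD was at 2383 to 3067 before treatment and at 3243 to 3728 at 18 °C. AttD was lower at 18 °C (32.2 to 121) than before treatment (286 to 351). Of 10 cold- and stress-inducible genes 0 rose and 3 fell (0 and 4 adjusted over the list alone, median -0.78, camera adjusted p = 0.194). All 3 were Turandot genes, which encode secreted stress proteins: TotA was at 3137 ± 1776 against 15306 ± 4210, 4.88-fold lower, and TotC and TotX were 5.44-fold and 2.97-fold lower. Pre-treatment libraries held 32371 to 54517 for TotA and 18270 to 19281 for TotC, above every library at 18 °C, while those of TotX overlapped with 18 °C. The values at 18 °C were thus no rise since the start of the exposure for TotA and TotC. In the DNA damage and oxidative stress list 3 of 22 rose and 2 fell (3 and 2 adjusted over the list alone, camera adjusted p = 0.904), and the rises were metallothioneins, metal-binding proteins: MtnA rose from 12156 ± 288 to 68789 ± 12735, 5.66-fold, and MtnD 4.78-fold.

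Lists of metabolism and of protein synthesis and turnover passed camera's threshold at the preset correlation but not with an estimated one. Of 42 lipid and sugar metabolism genes 1 rose and 10 fell (1 and 11 adjusted over the list alone, median log2 fold change -0.28), including the glycolytic Eno, at 43134 ± 1996 normalized reads (SD, n = 3) against 62936 ± 2922 (n = 3), 1.46-fold lower, Gapdh1, 1.65-fold lower, the lactate dehydrogenase gene Ldh, 1.75-fold lower, and mdy, a triglyceride synthesis enzyme, 1.95-fold lower; camera with Benjamini-Hochberg adjustment gave adjusted p = 0.00271, and adjusted p = 0.51 with an estimated correlation. Of 76 nuclear-encoded oxidative phosphorylation genes 1 rose and 4 fell (1 and 4 adjusted over the list alone, median -0.27, camera adjusted p = 1.66e-05, adjusted p = 0.51 with an estimated correlation), of 41 proteasome subunits 1 rose and 0 fell (3 and 0 adjusted over the list alone, median -0.23, camera adjusted p = 0.00421, adjusted p = 0.51 with an estimated correlation) and of 82 cytosolic ribosomal proteins 1 rose and 0 fell (1 and 0 adjusted over the list alone, median 0.22, camera adjusted p = 5.48e-06, adjusted p = 0.56 with an estimated correlation). The single rise among proteasome genes was Prosalpha4T2, a subunit of the testis, at 19.1 ± 1.93 against 5.92 ± 2.01.

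The other lists held changes both ways or few changes in this comparison, and none passed camera's threshold with all libraries. Without 29 °C replicate 1 the cuticle list passed, at a camera Benjamini-Hochberg adjusted p = 0.0482. Among 22 fat body and haemolymph markers 4 rose and 4 fell (4 and 4 adjusted over the list alone, camera adjusted p = 0.778), with Lsp1beta higher and the adipokinetic hormone receptor gene AkhR 2.41-fold lower. Among 25 muscle markers 4 rose and 4 fell (4 and 4 adjusted over the list alone, camera adjusted p = 0.242), with the actin gene Act57B 1.62-fold higher and Act79B 1.87-fold lower. Of 17 clock genes 1 rose and 3 fell (1 and 3 adjusted over the list alone, camera adjusted p = 0.156): the activator gene Clk was 1.88-fold higher, and its targets period (per), vri and to were 1.73-fold, 1.46-fold and 5.88-fold lower. Of 28 neuropeptide genes 2 rose and 4 fell (2 and 4 adjusted over the list alone, camera adjusted p = 0.778), with the insulin-like Ilp3 2.00-fold higher and CCHa2 2.99-fold lower. Of 66 cuticle proteins 7 rose and 10 fell (8 and 11 adjusted over the list alone, camera adjusted p = 0.0817), of 34 odorant-binding proteins 6 rose and 8 fell (8 and 11, camera adjusted p = 0.778), and of 138 cytochrome P450, glutathione S-transferase and UDP-glycosyltransferase genes 10 rose and 20 fell (11 and 23, camera adjusted p = 0.327), with Cpr76Bc 10.8-fold higher, Obp44a 2.54-fold lower and Ugt35B1 2.80-fold lower. Of 42 splicing and circRNA biogenesis factors 1 rose, the sex-determination splicing gene tra at 1.58-fold, and 0 fell (1 and 0 adjusted over the list alone, camera adjusted p = 0.801), and of 6 histones 0 rose and 0 fell (0 and 0, camera adjusted p = 0.778). Markers of tissues outside the head were few: 2 of 12 testis markers (fzo and mia), 1 of 10 accessory gland markers (Dup99B) and 1 of 12 gut enzymes (Amy-p, 4.10-fold) rose and 0 of each fell, the same counts as when adjusted over the list alone, with camera adjusted p = 0.778, 0.5 and 0.778. All of these camera values carry Benjamini-Hochberg adjustment over the 24 lists.

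**Figure D3:**
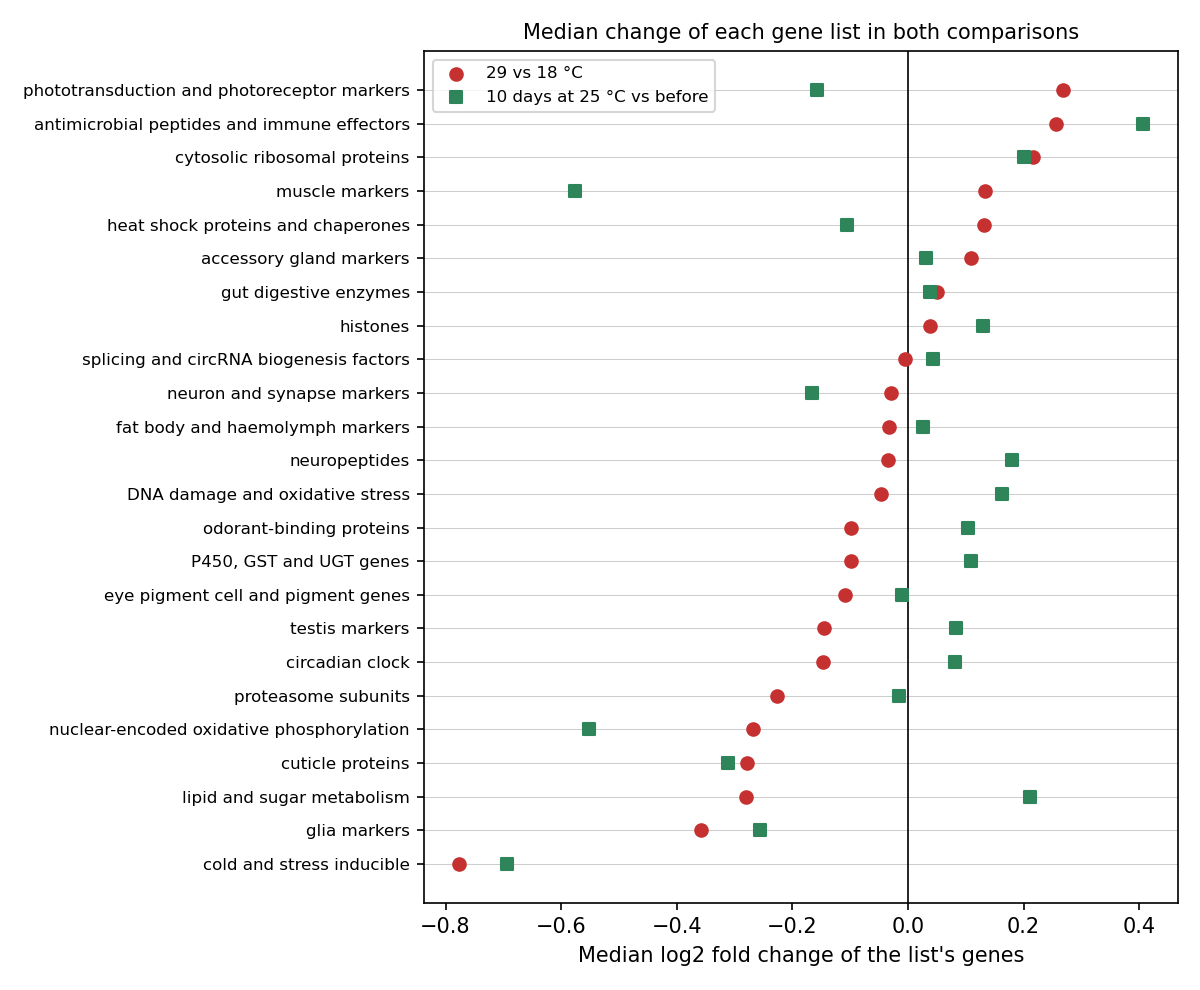
Median log2 fold change (x axis) of the tested genes of each fixed list (y axis), for 29 °C against 18 °C (circles) and for 10 days at 25 °C against pre-treatment (squares). Photoreceptor genes lie at 0.27 and -0.16, glia markers at -0.36 and -0.26, and oxidative phosphorylation genes at -0.27 and -0.55.

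Flies after 10 days at 25 °C were compared with pre-treatment flies, a comparison of age at an unchanged temperature. The circRNA of Sarm averaged 37.5 ± 6.46 normalized reads (SD, n = 2) after 10 days and 5.47 ± 0.666 (n = 3) before, 6.87-fold higher. The long muscleblind circRNA (2R, 17275410 to 17316138) was at 85.9 ± 22.2 against 17.3 ± 1.46, 4.96-fold higher, and the abundant one ending at 17276063 at 1840 ± 690 against 778 ± 211, 2.36-fold higher. CircRNAs of CG7546 (3L, 7513818 to 7514354), CoRest, a transcriptional corepressor (X, 19526841 to 19527834), the polarity kinase par-1 (2R, 19482952 to 19484207), and NaCP60E, a voltage-gated channel (2R, 24894084 to 24901055), were 5.38-fold, 4.07-fold, 3.51-fold and 3.45-fold higher. A pair of circRNAs also rose for which the table names no host, at a locus where the annotated genes Kdm4B, CG17724 and seq overlap: one at 2R, 13180990 to 13183212 (43.4 ± 25.3 against 4.81 ± 5.63) and one at 13185784 to 13187908 (66.5 ± 44.4 against 11.7 ± 6.88). For these circRNAs limma's Benjamini-Hochberg adjusted p lay between 0.00245 for the long muscleblind circRNA and 0.0486.

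Of 1767 circRNAs 60 were higher and 0 lower after 10 days at 25 °C by limma, with 401 at an unadjusted p under 0.05; edgeR called 3 higher and 0 lower, DESeq2 75 higher and 0 lower, a fit of only the 2 groups 0 and 0, and limma with a depth covariate, chosen after the data were seen, 2 and 0. Rescaling to the circRNA total lowered the median log2 fold change by 0.45 and gave 17 higher and 1 lower. The count was 2 without either 25 °C library, 257 higher and 2 lower without pre-treatment replicate 1, 98 without replicate 3, and 16, 10 and 29 without 18 °C replicates 1, 2 and 3, and 18, 9 and 10 without 29 °C replicates 1, 2 and 3. Without pre-treatment replicate 2, the library with the low circRNA total, limma called 42 and DESeq2, in a fit chosen after the data were seen, 5.

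Linear genes changed in both directions over the 10 days at 25 °C. CG7214 fell from 24081 ± 7589 normalized reads (SD, n = 3) to 60.8 ± 41.9 (n = 2), 396-fold, the adult cuticle gene Acp1 from 3853 ± 1513 to 52.3 ± 15.3, 73.6-fold, CG11458 49.2-fold, CG34327 35.2-fold, CG8736 14.1-fold and CG4000 11.5-fold. Among the largest rises were Alp9, at 152 ± 27.2 against 2.47 ± 2.16, a level near 3 reads, Mdr50, at 3055 ± 341 against 336 ± 105, 9.10-fold, CG6012, 7.43-fold, a10 (501 ± 82.9 against 83.5 ± 19.4), the chemosensory gene CheA87a, 5.85-fold, CG4757, 5.79-fold, and CG8100, 5.04-fold. For these genes limma's Benjamini-Hochberg adjusted p was at most 0.00133. In all, 347 of 12676 genes were higher and 335 lower, with 2777 at an unadjusted p under 0.05. A fit of only the 2 groups called 34 higher and 40 lower, and without 25 °C replicate 1 the counts were 191 and 173.

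Of 76 nuclear-encoded oxidative phosphorylation genes 0 rose and 28 fell over the 10 days at 25 °C (1 and 37 adjusted over the list alone, median log2 fold change -0.55), among them the ATP synthase gene ATPsynC, at 64657 ± 2173 normalized reads (SD, n = 2) against 113340 ± 8287 (n = 3), 1.75-fold lower, SdhD, 1.67-fold lower, and COX6B, 1.45-fold lower. Camera with Benjamini-Hochberg adjustment gave adjusted p = 5.69e-23 for the list, and adjusted p = 0.0716 with an estimated correlation. Of 25 muscle markers 0 rose and 9 fell (0 and 12 adjusted over the list alone, median -0.58, camera adjusted p = 8.23e-09, adjusted p = 0.119 with an estimated correlation): the myosin heavy chain gene Mhc was at 87967 ± 17374 against 173710 ± 25144, 1.97-fold lower, the myosin light chain Mlc1 2.14-fold lower and Act88F 4.01-fold lower. Of 66 cuticle proteins 2 rose and 13 fell (3 and 14 adjusted over the list alone, median -0.31, camera adjusted p = 0.000478, adjusted p = 0.132 with an estimated correlation), with Cpr49Ae 3.29-fold lower and Pcp 2.44-fold higher. Of 21 glia markers 0 rose and 6 fell (0 and 7 adjusted over the list alone, median -0.26, camera adjusted p = 0.000829, adjusted p = 0.0716 with an estimated correlation), with the adhesion gene bdl 2.02-fold and Gat 1.65-fold lower. Of 32 photoreceptor genes 0 rose and 4 fell (0 and 5 adjusted over the list alone, median -0.16, camera adjusted p = 0.000405, adjusted p = 0.0716 with an estimated correlation), with eys, a matrix protein of the photoreceptors, 1.95-fold and the diacylglycerol kinase gene rdgA 1.44-fold lower. Of 48 neuron and synapse markers 0 rose and 3 fell (0 and 3 adjusted over the list alone, median -0.17, camera adjusted p = 1.48e-05, adjusted p = 0.356 with an estimated correlation, adjusted p = 0.146 without 25 °C replicate 2): the tyrosine hydroxylase gene ple was 2.47-fold, the GABA synthesis gene Gad1 1.58-fold and the serotonin transporter SerT 1.48-fold lower. Of 10 cold- and stress-inducible genes 0 rose and 2 fell, TotC (14.6-fold) and TotA (6.75-fold) (0 and 3 adjusted over the list alone, median -0.69, camera adjusted p = 0.0142, adjusted p = 0.208 with an estimated correlation).

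Other lists passed camera's threshold with a positive median after 10 days at 25 °C, and none of them kept this with an estimated correlation. Of 42 lipid and sugar metabolism genes 7 rose and 1 fell (7 and 1 adjusted over the list alone, median log2 fold change 0.21, camera with Benjamini-Hochberg adjusted p = 0.000104, adjusted p = 0.18 with an estimated correlation): the triglyceride lipase gene bmm rose from 4258 ± 656 normalized reads (SD, n = 3) to 9774 ± 857 (n = 2), 2.30-fold, and the desaturase gene Desat1 from 111130 ± 9466 to 190750 ± 9856, 1.72-fold. Of 48 immune effectors 6 rose and 1 fell (8 and 1 adjusted over the list alone, median 0.41, camera adjusted p = 0.00322, adjusted p = 0.356 with an estimated correlation, adjusted p = 0.361 without 25 °C replicate 2), with PGRP-SD at 2.22-fold and PGRP-LB at 1.69-fold. Of 82 ribosomal proteins 8 rose and 0 fell (8 and 0 adjusted over the list alone, median 0.20, camera adjusted p = 3.01e-08, adjusted p = 0.356 with an estimated correlation, adjusted p = 0.151 without 25 °C replicate 2), such as RpS9 at 1.66-fold and RpS24 at 1.52-fold. Of 138 P450, glutathione S-transferase and UDP-glycosyltransferase genes 20 rose and 3 fell (25 and 3 adjusted over the list alone, median 0.11, camera adjusted p = 0.0021, adjusted p = 0.356 with an estimated correlation, adjusted p = 0.151 without 25 °C replicate 2), with Ugt37B1 at 4.29-fold and Cyp6a8 at 1.82-fold. Of 17 clock genes 3 rose and 0 fell (3 and 1 adjusted over the list alone, median 0.08, camera adjusted p = 0.0294, adjusted p = 0.198 with an estimated correlation): timeless (tim) was 1.62-fold, vri 1.58-fold and the neuropeptide gene Pdf 1.60-fold higher, and the list's adjusted p was 0.054 without pre-treatment replicate 1 and 0.108 without 25 °C replicate 1. Of 22 DNA damage and oxidative stress genes 1 rose, MtnD at 2.79-fold, and 0 fell (2 and 0 adjusted over the list alone, median 0.16, camera adjusted p = 0.0142, adjusted p = 0.119 with an estimated correlation), with an adjusted p = 0.0907 without pre-treatment replicate 2 and 0.182 without 25 °C replicate 2. With an estimated correlation 0 of the 24 lists passed in this comparison, and 2 passed in that of 29 °C with 18 °C.

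The remaining lists did not pass camera's threshold for 25 °C against pre-treatment. The counts higher and lower, over all genes and then adjusted over the list alone, were 2 and 2 (2 and 3) of 27 heat shock proteins, 0 and 2 (0 and 2) of 15 eye pigment genes, 1 and 0 (1 and 0) of 22 fat body markers, 3 and 3 (3 and 3) of 28 neuropeptides and 3 and 2 (4 and 2) of 34 odorant-binding proteins. They were 1 and 0 (1 and 1) of 12 testis markers, 0 and 0 (0 and 0) of 10 accessory gland markers, 1 and 0 (3 and 1) of 12 gut enzymes, 0 and 0 (0 and 0) of 42 splicing factors, 0 and 0 (0 and 0) of 41 proteasome subunits and 1 and 0 (1 and 0) of 6 histones. The camera values after Benjamini-Hochberg adjustment were 0.264, 0.173, 0.475, 0.399 and 0.399 for the former lists and 0.678, 0.98, 0.264, 0.678, 0.678 and 0.517 for the latter. Among the heat shock genes l(2)efl was 2.45-fold and Hsp68 1.84-fold higher, and Hsp67Bc and CG7409 were 2.46-fold and 3.69-fold lower. Among neuropeptide genes Nplp3 was 4.62-fold and Ilp3 1.91-fold lower and Orcokinin 1.53-fold higher. The sign of the median differed from that of the mean or the test for the testis, DNA damage, odorant-binding and splicing lists at 29 against 18 °C and for the testis, accessory gland and proteasome lists at 25 °C against pre-treatment.

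**Figure D4:**
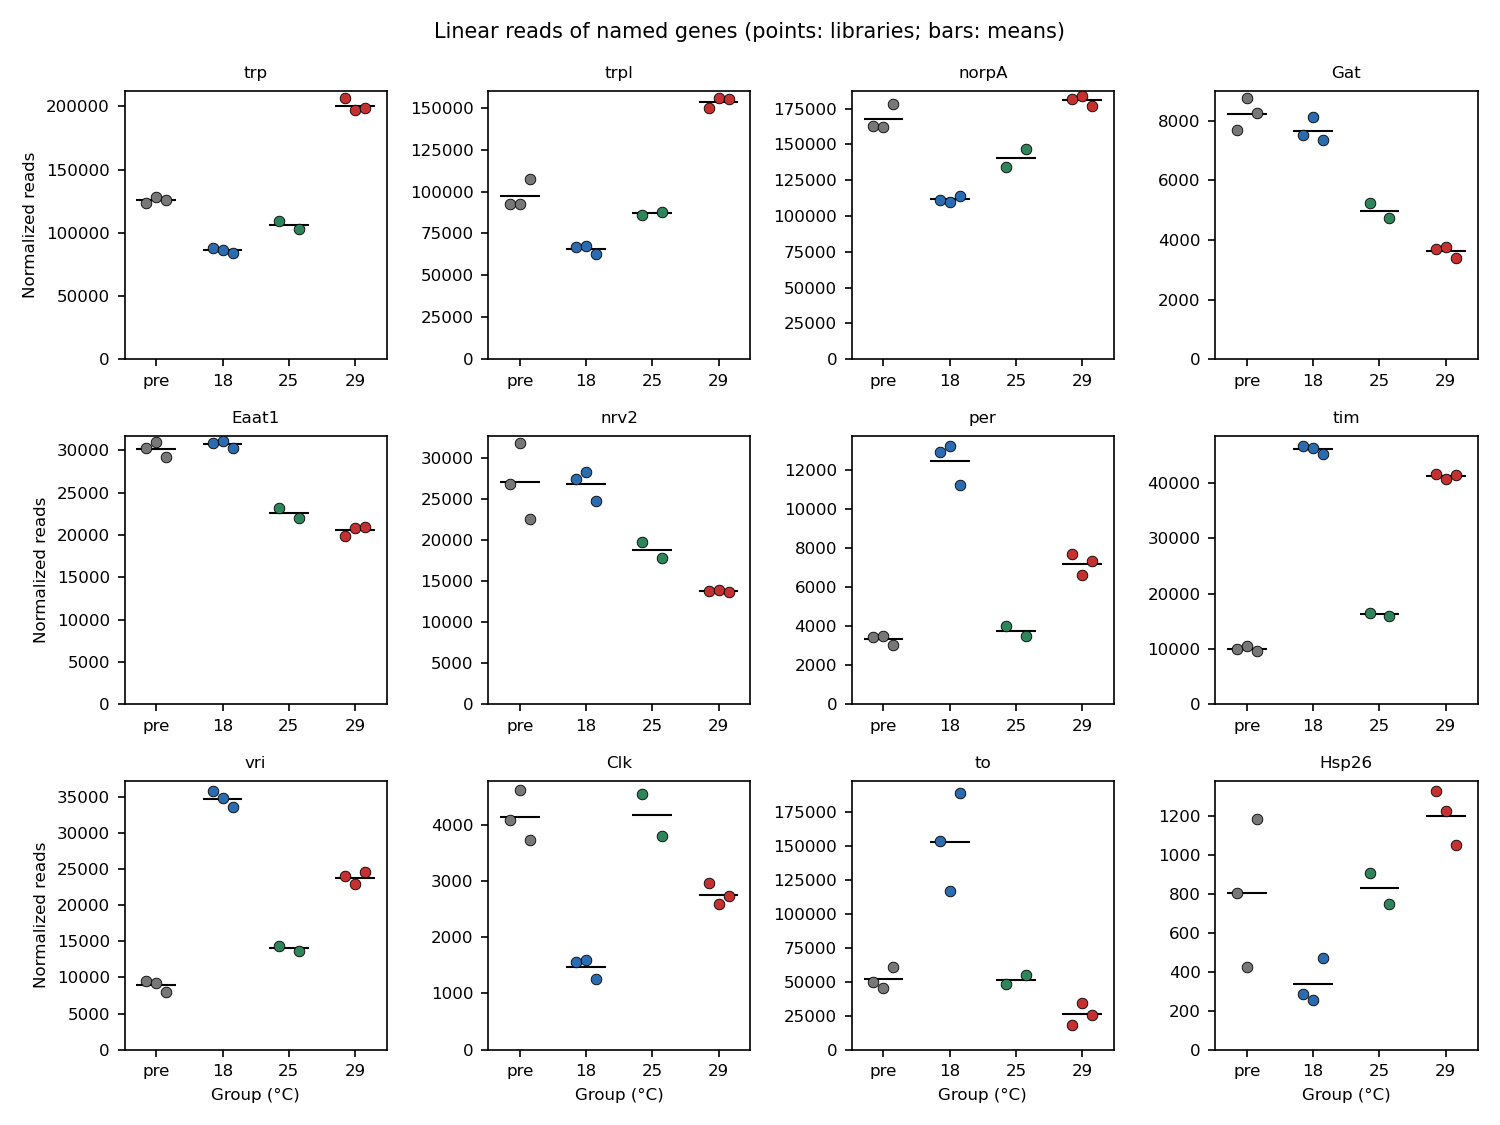
Normalized linear reads (y axis) of 12 genes by group (x axis); points are libraries and bars are group means. The photoreceptor genes trp, trpl and norpA are highest at 29 °C, the glial genes Gat, Eaat1 and nrv2 are lower at 25 and 29 °C than at 18 °C, and per, tim and vri have their highest means at 18 °C (12472, 46090 and 34801).

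To ask whether a difference between 29 and 18 °C came with a gain or a loss since the start of the exposure, both groups were compared with pre-treatment libraries. The long muscleblind circRNA rose at 29 °C from 17.3 ± 1.46 (SD, n = 3) to 164 ± 14.9 (n = 3) normalized reads, 9.48-fold, and another that ends at 17295876 from 5.28 ± 4.57 to 41.3 ± 3.71. The circRNA of the receptor tyrosine kinase gene Eph (4, 619637 to 621872, 7 exons) was at 20.3 ± 6.26 at 29 °C and 2.86 ± 3.18 before. The circRNA at 2R, 13180990 to 13183212, with no host named in the table, rose from 4.81 ± 5.63 to 62.8 ± 0.385 at 29 °C and to 33.9 ± 7.46 at 18 °C, and the par-1 circRNA was 4.44-fold higher at 18 °C. A circRNA of CG34377 (3R, 22314660 to 22315799, 3 exons) fell from 97.8 ± 42.4 to 30.8 ± 1.47 at 29 °C, 3.18-fold. For these circRNAs limma's Benjamini-Hochberg adjusted p was between 2.61e-05 for the long muscleblind circRNA and 0.0314. At 29 °C 326 circRNAs were higher and 3 lower than before treatment, and at 18 °C 125 were higher and 0 lower by limma (489 at an unadjusted p under 0.05, 0 lower by edgeR and 2 by DESeq2). These counts depend on the fit: at 18 °C edgeR called 15 higher, DESeq2 71, a fit of only the 2 groups 0 and limma with a depth covariate, chosen after the data were seen, 1, and at 29 °C the same fits called 175, 251, 167 and 184. Rescaling to the circRNA total, which lowered the median log2 fold change by 0.54 and 0.30, gave 94 higher and 24 lower at 29 °C and 87 higher and 15 lower at 18 °C. Without pre-treatment replicate 2 limma called 206 higher and 7 lower at 29 °C and 90 higher and 5 lower at 18 °C.

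The counts against pre-treatment moved with single libraries. At 29 °C they were 541 higher without pre-treatment replicate 1 and 86, 87 and 98 without 29 °C replicates 1, 2 and 3, with 0 or 1 lower without either of pre-treatment replicates 3 and 1, 18 °C replicates 1 and 2 or any 29 °C library. At 18 °C they were 348 higher without pre-treatment replicate 1 and 0, 21 and 7 without 18 °C replicates 1, 2 and 3, with 1 lower without pre-treatment replicate 3 or 29 °C replicate 1. Of the 26 circRNAs that differed between 29 and 18 °C, 25 also differed from pre-treatment: 16 of the 17 higher at 29 °C lay above pre-treatment there, 9 of the 9 lower at 29 °C lay above pre-treatment at 18 °C, and 0 lay below pre-treatment at either temperature by limma. Independent lists would share 3.14 and 0.637 circRNAs, and part of the excess may come from the shared libraries. The 0 below pre-treatment was nearly fixed beforehand, since limma called 0 circRNAs lower at 18 °C and 3 lower at 29 °C. Independent lists would share 0 and 0.0153 there, so this 0 cannot tell whether losses occurred. The 25 became 0 or 1 without any library at 18 or 29 °C, 58, 57 and 55 without pre-treatment replicates 1, 2 and 3, and 16 without either 25 °C library. Above pre-treatment at both temperatures were 76 circRNAs by limma. Below it at both were 0, the only count possible with 0 called lower at 18 °C.

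Linear genes went both ways against pre-treatment. At 29 °C 742 genes were higher and 879 lower, among them Alp9 (381 ± 128 against 2.47 ± 2.16 normalized reads, SD, n = 3 each), a10 (28.6-fold) and CG6012 (13.7-fold) on one side and CG7214 (19.2 ± 7.23 against 24081 ± 7589 normalized reads, SD, n = 3 each), Acp1 (180-fold) and CG34327 (121-fold) on the other. At 18 °C 592 were higher and 561 lower, with atk, a leucine-rich repeat protein, 8.17-fold, the ionotropic receptor gene Ir41a 6.65-fold and the carbonic anhydrase gene CAH5 6.22-fold higher, and CG7214 140-fold, Acp1 46.8-fold and CG34327 26.6-fold lower. For these genes limma's Benjamini-Hochberg adjusted p was at most 5.94e-05. Of the 1340 genes that differed between 29 and 18 °C 945 also differed from pre-treatment, and 486 of them lay below pre-treatment at a temperature. These comparisons share the libraries at 18 and 29 °C, so an overlap is expected. Of the genes higher at 29 °C 287 lay above pre-treatment there and 183 below it at 18 °C, where independent lists would share 39.5 and 29.8, and of those lower 224 lay above it at 18 °C and 303 below it at 29 °C, against 31.1 and 46.2. At both temperatures 220 genes were above and 246 below it. Without 18 °C replicate 1 the genes changed at 18 °C were 709.

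Compared with flies of the same age at 25 °C, the groups at 29 and 18 °C differed in linear genes. At 29 °C a10 was 4.76-fold (2386 ± 338 normalized reads, SD, n = 3, against 501 ± 82.9, n = 2) and lncRNA:CR46141 3.20-fold higher, while Achl was at 442 ± 24.1 against 2890 ± 146, Ccp84Ag 5.76-fold lower and the juvenile hormone esterase gene Jhe 4.24-fold lower. At 18 °C CG13315 was 3.99-fold, CG13840 3.89-fold and cyr, a membrane protein gene, 3.83-fold higher, while Mdr50 was at 206 ± 41.7 against 3055 ± 341, 14.9-fold lower, CG9377 18.7-fold lower and the serine protease homologue gene SPH93 17.2-fold lower. Limma's Benjamini-Hochberg adjusted p for these genes was between 8.66e-08 for Achl and 0.0196 for lncRNA:CR46141. In all 30 genes were higher and 50 lower at 29 than at 25 °C, and 191 higher and 204 lower at 18 than at 25 °C by limma. These counts depend on the fit: DESeq2 and limma with a depth covariate called more genes in both comparisons, and fits of only the 2 groups fewer. Leaving out 25 °C replicate 1 left 38 and 204 genes changed at 29 and 18 °C, leaving out 18 °C replicate 1 left 48 and 207, and the count at 29 °C was 37, 40 and 37 without 29 °C replicates 1, 2 and 3. No circRNA passed limma's threshold: 0 changed at 29 °C (78 at an unadjusted p under 0.05, 0 by edgeR and 0 by DESeq2) and 0 at 18 °C (112 at an unadjusted p under 0.05, 0 by edgeR and 3 by DESeq2).

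A circRNA could change with the linear output of its host gene, so the ratio of the pair was tested for 1641 circRNAs with a measured host. Between 29 and 18 °C the ratio rose for 5 circRNAs and fell for 2 by limma, with 270 at an unadjusted p under 0.05. The host genes of the 15 higher circRNAs had a median log2 fold change of 0.06 where the circRNAs had 2.01, and 0 of these hosts passed limma's threshold. Of these 15 circRNAs 5 also had a higher ratio, and of the 9 lower ones 2 had a lower ratio. The 11 circRNAs named above for this comparison that have a measured host did not pass in the ratio, with limma Benjamini-Hochberg adjusted p from 0.0648 (Ank2, Sarm, Bsg, CG5151 and Slob) to 0.371 for the abundant muscleblind circRNA, whose host rose by a log2 fold change of 0.43 (adjusted p = 0.00327). The ratio's log2 fold change was 2.03 for Ank2, where the circRNA had 2.22, 1.96 for Sarm (2.01) and -1.98 for Bsg (-2.03). It was smaller for the long and the abundant muscleblind circRNA (1.14 against 1.57 and 0.66 against 1.09) and for Ndae1 (-1.26 against -1.86). A lost call in the ratio thus does not show that the host accounts for the change. Of the 9 hosts of lower circRNAs 2 were lower too, with a median of -0.22 against -2.54 for the circRNAs. Over 10 days at 25 °C the ratio rose for 38 circRNAs and fell for 0 (369 at an unadjusted p under 0.05, no count tool was run on ratios). Of the 55 higher circRNAs 30 also had a higher ratio, and their hosts had a median log2 fold change of 0.02 where the circRNAs had 2.57. Across circRNAs, which are not independent replicates, the log2 fold changes of circRNA and host had Pearson's r = 0.232 and Spearman's rho = 0.221 between the temperatures and r = 0.183 and rho = 0.176 with age. The ratio counts were 0 without any library at 18 or 29 °C and 31, 93 and 44 without pre-treatment replicates 1, 2 and 3 for the temperatures (4 and 2 without 25 °C replicates 1 and 2). For age they were 222, 72 and 107 without pre-treatment replicates 1, 2 and 3, 4 and 0 without 25 °C replicates 1 and 2, 15 and 13 without 18 °C replicates 1 and 2, and 17, 14 and 13 without 29 °C replicates 1, 2 and 3.

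The circRNA changes with temperature and with age were set side by side using groups that share no library. Across 1767 circRNAs the log2 fold change of 29 against 18 °C and that of 25 °C against pre-treatment had Pearson's r = 0.136 and Spearman's rho = 0.132, with p = 1e-04 by permutation across circRNAs, the smallest value that 10000 permutations give. CircRNAs are not independent replicates, and r was 0.0308 without 25 °C replicate 1, 0.0902 without pre-treatment replicate 3 and 0.0774 without 18 °C replicate 3. The 60 circRNAs higher after 10 days at 25 °C had a median log2 fold change of 0.61 between 29 and 18 °C, where all circRNAs had 0.18. Of these 60, 8 were also higher at 29 °C, where 0.577 would be shared by independent lists, and 0 were lower. Both lists come from 1 fit with a shared estimate of each circRNA's spread, so part of the excess may come from that. Among the 8 were the circRNAs of Sarm and Ank2 and both muscleblind circRNAs named above. As a set they had a camera p = 0.00497, and p = 0.0648 with an estimated correlation.

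Circular RNAs of a group of host genes were measured by RT-qPCR in the study, which reported a significant rise after 29 °C for each one it tested after the exposure. The study lists primers for more hosts than it tested after the exposure. The set here was not limited to the hosts tested then. Whether the circRNAs named here are those that its primers amplify was not checked. The table holds 46 tested circRNAs for which it names 1 of these hosts. CircRNAs without a named host that lie inside Ank2, where other genes overlap, or inside scro were not counted, also not in the tests of this set. Between 29 and 18 °C 5 rose and 0 fell by limma (18 and 2 adjusted over the list alone), with a median log2 fold change of 1.25 and a camera p = 7.34e-07, or p = 0.0393 with an estimated correlation; after 10 days at 25 °C 5 rose and 0 fell (14 and 0 adjusted over the list alone, median 1.21, camera p = 0.00696, p = 0.212 with an estimated correlation). Many of these hosts were picked by the study partly on these libraries, so the counts are not independent evidence of a direction. The 5 at 29 against 18 °C were from Ank2, both muscleblind circRNAs, one of the cell adhesion gene Dscam2 (3L, 7179723 to 7183955, 6 exons, 32.2 ± 6.97 against 8.44 ± 1.97 normalized reads, SD, n = 3 each) and one of the active zone gene brp (2R, 9505127 to 9509170, 2 exons), which was at 20.9 ± 4.45 at 29 °C and at 0.474 ± 0.822 at 18 °C, under the level of 3 reads. For other hosts the most abundant circRNA did not pass limma's Benjamini-Hochberg threshold between 29 and 18 °C: Haspin, a histone kinase gene (2R, 4029741 to 4030297), had 138 ± 18.7 against 61.3 ± 5.31 (adjusted p = 0.0502), CG44153 (2L, 10126001 to 10127877) 129 ± 23.2 against 60.6 ± 16.5 (adjusted p = 0.102), sfl, a heparan sulfate sulfotransferase gene (3L, 6523030 to 6524096), 28.4 ± 2.93 against 9.94 ± 1.78 (adjusted p = 0.236), and CaMKI (4, 449924 to 450509) 180 ± 48.0 against 207 ± 71.2 (adjusted p = 0.929). The circRNA of Jupiter, a microtubule-associated protein gene (3R, 11592367 to 11604283, 5 exons), was at 12.3 ± 1.81 at 29 °C and 29.0 ± 1.41 at 18 °C (limma Benjamini-Hochberg adjusted p = 0.0723). Those of Eph, CG41099 and CG32809 had log2 fold changes of 2.99, 2.42 and -0.09, with limma Benjamini-Hochberg adjusted p of 0.0723, 0.0727 and 0.951. The groups of Eph and CG41099 did not overlap, and Eph lay at 0 to 3.58 normalized reads at 18 °C. Of the 5 most abundant circRNAs muscleblind's was the one that passed limma's threshold between 29 and 18 °C: btsz (3R, 14859309 to 14860067) had 945 ± 125 against 933 ± 257, Wbp2 (3L, 12851309 to 12852277) 415 ± 14.0 against 300.2 ± 43.3, a circRNA with no host named in the table, inside the gene stw (2R, 5423750 to 5424239), 264 ± 18.1 against 232 ± 18.9, and one on Y_CP007111v1_random (11185 to 27929) 241 ± 21.7 against 224 ± 32.0, with limma Benjamini-Hochberg adjusted p of 0.978, 0.418, 0.79 and 0.914. The groups of Wbp2 did not overlap, so a missing call does not show that a circRNA was unchanged. In simulated data the step recovered 1.49% of 1.5-fold changes of circRNAs drawn from all those tested. Recovery among the most abundant circRNAs was not computed.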

Values the study reported

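The study reported that total circRNA rose by approximately 40% between the pretreatment flies and those kept for 10 days at 25 °C. For 29 against 18 °C it reported 139 circRNAs higher and 46 lower, and for mRNAs 839 up and 812 down. Of its 186 circRNAs that differed between these temperatures, it described almost none as falling below the starting level.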

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

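The depth covariate, the component covariate, DESeq2 without pre-treatment replicate 2, and for the lists fry and leaving out single libraries, were tests chosen after the results were seen. Values are counts passing the threshold, and the cause of each shift was not tested. With a pseudocount of 0.5, 9 circRNAs were higher and 4 lower at 29 than at 18 °C, 13 of them also differed from pre-treatment, and 63 host ratios changed at 25 °C. With a pseudocount of 5 these were 71 and 30, 87 and 76 (13 ratios between temperatures), with 25 circRNAs higher at 25 °C than pre-treatment, 1 lower at 18 °C and r = 0.207 between ageing and temperature. With a mean of 20 or more, 27 were higher at 25 °C, 98 higher and 1 lower at 29 °C and 24 higher at 18 °C than pre-treatment, and r was 0.261. Rescaling to the circRNA total gave 24 lower at 29 than at 18 °C, and against pre-treatment 17 higher and 1 lower at 25 °C, 94 and 24 at 29 °C and 15 lower at 18 °C; it shifted the median log2 fold change by -0.24 at 29 against 18 °C, -0.11 at 29 and 0.13 at 18 against 25 °C.

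The replicate numbers did not pair the libraries throughout: 5 of 11 matched best with a library of their own number. Between libraries of the same number r ran from -0.738 to 0.720. The deviations compared were dominated by 1 component (70.6% of variance), so a pairing or batch shared by part of the libraries cannot be excluded. A replicate block gave 5 higher and 1 lower at 29 than at 18 °C, 6 also against pre-treatment, 10 higher at 25 °C and 69 at 18 °C than pre-treatment, and 0 and 12 changed ratios. Fits of only the 2 groups compared gave 197 and 82 at 29 against 18 °C (67 also against pre-treatment), 0 circRNAs and 34 and 40 genes at 25 °C, 167 and 1 circRNAs at 29 °C, and 0 circRNAs and 763 genes at 18 °C against pre-treatment, with 27 genes at 29 and 93 at 18 against 25 °C. EdgeR gave 37 higher at 29 than at 18 °C, and against pre-treatment 3 higher at 25 °C, 175 and 1 at 29 °C and 15 at 18 °C. DESeq2 gave 95 and 34 at 29 against 18 °C (83 also against pre-treatment; the 95 held 16 of limma's 17 and the 34 held 6 of its 9), 71 and 2 at 18 °C against pre-treatment, 235 genes at 29 and 680 genes and 3 circRNAs at 18 against 25 °C. Adjustment over circRNAs and genes together gave 82 and 42 (90 also against pre-treatment), 197 and 3 at 18 °C against pre-treatment and 4 circRNAs at 18 against 25 °C.

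The fits with the depth covariate given here all included pre-treatment replicate 2, which may weigh on their depth slope. With the depth covariate the ratios of totals were 1.04 for 29 against 18 °C, 1.98, 2.29 and 2.20 for 25, 29 and 18 °C against pre-treatment, and 1.16 and 1.11 for 29 and 18 °C against 25 °C, where the last reversed. With it 11 circRNAs were higher at 29 than at 18 °C (10 also against pre-treatment), 2 at 25 °C, 184 with 0 lower at 29 °C and 1 at 18 °C against pre-treatment, with 164 genes at 29 and 713 at 18 against 25 °C. The component covariate, which leaves folds unchanged and lowers the residual spread, gave 73 and 33 (90 also against pre-treatment), 101 and 2 circRNAs and 688 and 709 genes at 25 °C, 511 and 10 circRNAs at 29 °C, 264 and 8 circRNAs and 1869 genes at 18 °C against pre-treatment, and 381 genes at 29 and 945 at 18 against 25 °C. DESeq2 without pre-treatment replicate 2 gave 136 and 42 (48 also against pre-treatment), 5 circRNAs and 558 and 585 genes at 25 °C, 62 and 7 circRNAs at 29 °C, 10 and 5 circRNAs and 1791 genes at 18 °C against pre-treatment, and 255 genes at 29 and 709 genes and 10 circRNAs at 18 against 25 °C. Lists past the threshold were 2 and 0 with an estimated correlation and 10 and 11 with fry.

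Leaving out 1 library at a time gave the following lowest and highest values. At 29 against 18 °C they were 0 to 76 circRNAs higher and 0 to 33 lower (0 to 58 also against pre-treatment), 470 to 756 genes higher and 520 to 736 lower, 0 to 93 host ratios and 7 to 9 lists. At 25 °C against pre-treatment they were 2 to 257 circRNAs higher and 0 to 2 lower, 191 to 409 genes higher and 173 to 465 lower, 0 to 222 host ratios and 8 to 13 lists. Against pre-treatment they were 86 to 541 circRNAs higher, 0 to 7 lower and 1128 to 2077 genes at 29 °C, and 0 to 348 higher, 0 to 5 lower and 709 to 1444 genes at 18 °C. Against 25 °C they were 0 to 0 circRNAs at either temperature, 37 to 111 genes at 29 °C and 204 to 507 at 18 °C. The r between ageing and temperature was 0.0308 to 0.182. Ratios of totals were 1.13 to 1.25 for 29 against 18 °C, 1.13 to 1.68, 1.22 to 1.82 and 1.02 to 1.52 for 25, 29 and 18 °C against pre-treatment, and 0.964 to 1.23 and 0.802 to 1.03 for 29 and 18 °C against 25 °C. The last 2 ratios reversed, to 0.964 without 25 °C replicate 1 and to 1.03 without 25 °C replicate 2. A group left with 1 library at 25 °C is assumed to vary like the others. Of the single-list tests under other settings 679 kept their call, 8 gained and 33 lost it. For circRNAs given by the naming rule 1960 kept, 58 gained and 348 lost it, and for named genes 3055 kept and 64 lost it.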

Other observations

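Clock genes differed at both 18 and 29 °C from flies of the same age at 25 °C. Timeless (tim), a repressor of the circadian loop, averaged 46090 ± 764 normalized reads (SD, n = 3) at 18 °C, 16264 ± 424 (n = 2) at 25 °C and 41283 ± 531 (n = 3) at 29 °C. Its partner period (per) was at 12472 ± 1094, 3764 ± 348 and 7214 ± 547, and vri, a repressor of Clk, at 34801 ± 1093, 14038 ± 529 and 23863 ± 845. Clk was lower at 18 °C, at 1469 ± 186 against 4171 ± 537. Limma's Benjamini-Hochberg adjusted p for these 3 repressors lay between 3.02e-06 and 0.00313 in both comparisons, and for Clk it was 0.000326 at 18 °C and 0.0839 at 29 °C. These genes were followed after their values were seen.

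The tests of depth and of the first component for pre-treatment replicate 2, of age with each library left out, of depth for circRNAs higher at 29 °C, and of a graded response of clock genes, were chosen after the result was seen. Intervals of shifts and medians over genes or circRNAs are 95% bootstrap intervals over those members, which are not independent replicates. They leave out the spread between libraries. Intervals of the trends and of replicates 1 and 3 are 95% prediction intervals, and those of clock genes are limma's 95% intervals. Pre-treatment replicate 2 had a low circRNA total: of 823 circRNAs, 772 (93.8%) were lower there than in the other pre-treatment libraries, with a median ratio of 0.431. Fewer reads were argued against, since its reads were 1.496 times the mean of the others, and so was lower linear RNA of the hosts, with a median log2 ratio of 0.126 (0.112 to 0.146) against -1.16 for the circRNAs. Within groups circRNA totals fell with depth (r = -0.735 and rho = -0.770 without replicate 2) and rose with the first component of linear genes (r = 0.743 and rho = 0.936), but each was argued against as the whole cause, since the trends of the other 10 libraries gave log2 changes of -0.167 (-0.577 to 0.243) and -0.256 (-0.502 to -0.00904) where replicate 2 had -1.33. Younger flies stay open: genes that change with age shifted by -0.194 (-0.22 to -0.173, 805 genes), but they were chosen without replicate 2, which pulls any library left out this way, and replicates 1 and 3 treated likewise averaged -0.0583 (-0.861 to 0.745). What lies behind the component, sample handling included, was not tested.

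For the circRNAs higher at 29 than at 18 °C, the host genes had a median log2 fold change of 0.0562 (-0.00127 to 0.185) where the circRNAs had 2.01. The circRNAs were picked for large changes in these libraries and the hosts were not, so selection widens this gap. Of the 15 with a measured host, 5 also passed limma's threshold in the ratio to the host. No conclusion on the host's linear reads is drawn for the set. With log2 depth as a covariate the median of the circRNAs higher at 29 °C was 1.90 (1.65 to 2.70). They were picked for large changes in the same libraries, so this test could hardly have come out otherwise. No conclusion on library depth is drawn from it. Of the 17, 9 kept their call and 8 lost it (2 others gained one): in the 8 the median log2 fold change was 2.60 before and 2.61 after, while the median standard error grew from 0.515 to 0.637, with limma Benjamini-Hochberg adjusted p of 0.0531 to 0.078. Faster accumulation with age at 29 °C may contribute: circRNAs higher with age had a median of 0.611 (0.342 to 0.833), but their set gave p = 0.0648 with an estimated correlation by limma's camera, so this stays open.

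A graded response to temperature was argued against as the whole cause for per, tim and vri, which were higher at both 18 and 29 °C than at 25 °C, with a lowest log2 fold change at 29 °C of 0.765 (0.580 to 0.951, vri). For Clk, Pdp1, cwo and cry it stays open, since the interval of Pdp1 reached 0 (0.453, -0.0275 to 0.933). A different hour of collection of the 18 and 29 °C groups could move these genes together: 6 of 6 fold changes of Pdp1, cwo and cry went in the direction taken as that of a later hour, though 1 of them (cwo at 18 °C) had a limma Benjamini-Hochberg adjusted p under 0.05. All 6 were read against the same 25 °C libraries, so they are not separate observations, and the direction depends on the hour of that group. The labels give no hour, so this and a response to any departure from 25 °C cannot be told apart here. Between 25 °C and pre-treatment tim, vri and cwo had limma Benjamini-Hochberg adjusted p of 0.000187, 0.00118 and 0.0355, and there an hour cannot be told apart from age.

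The 6 libraries split in 10 ways, the real one included, too few for a share under 0.05. In each of the 6 results 1 split, the real one, gave as many calls: 26 circRNAs and 1340 genes at 29 against 18 °C, 329 and 1621 at 29 °C against pre-treatment, and 125 and 1153 at 18 °C against pre-treatment, where the highest other was 0.

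At 29 against 18 °C 17 circRNAs were higher and 9 lower by limma, and 16 and 9 when a difference from pre-treatment was also required, as in the methods of the published work. Both are lower than the values quoted from the study above. The counts depend on the fit: DESeq2 called 95 higher and 34 lower (83 in all with that requirement) and a fit of only the 2 groups 197 and 82 (67 in all with it).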
